A study of Mus musculus with 11 samples. Its data were reported in "Adipose stem cells are sexually dimorphic cells with dual roles as preadipocytes and resident fibroblasts" (2024).

How the data were processed

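Cells were taken from the perigonadal white fat (pgWAT), the depot beside the gonads, as its stromal vascular fraction (the cells other than adipocytes), of male and female Pdgfrb-GFP mice, in which a green fluorescent protein marks cells that express Pdgfrb. The cells were sorted into plates by this reporter, by CD31 (a surface protein of endothelial cells, EC, encoded by Pecam1) and by DPP4 (a surface protein of a part of the adipose stem cells, ASC). Libraries were made with Smart-seq2, a full-length protocol without molecular identifiers, so reads and not molecules were counted. The labels give 11 plates and 7 mouse ids, and 1 female id, mouse 6/7, stands for 2 animals whose cells share plates.

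The authors aligned the reads with STAR to the mouse genome mm10 together with ERCC spike-in sequences, quantified each gene with Salmon and imported the values with tximport. The deposited table holds whole-number counts of reads per gene and cell, not normalized; Salmon gives estimated counts, and the step that made them whole is not given in the sources used here, nor are the tool versions. The authors had removed cells by total reads, genes detected, mitochondrial and ERCC shares and the relation of genes to reads, and cells that appeared contaminated by another class. The table held 23507 gene rows and 72 ERCC rows over 3261 cells, and all columns belonged to a labelled plate. Of the gene rows, 23461 matched the GENCODE vM21 annotation of GRCm38 (mm10) by Ensembl identifier and 46 did not. Total reads per cell, spike-ins included, ran from 149931 to 3548334, the largest mitochondrial share was 15.8% (protein-coding genes) and the largest ERCC share 20.0%. ERCC rows took 1.98% of all reads and were left out of every sum and test. No further cell was removed. Strand was not stated to be used in the counting, so genes that overlap another gene, such as Xist and Tsix or neighbouring Hox genes, are uncertain, as are members of gene families with near-identical copies.

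Cell classes were rebuilt, because a deposited annotation was not used here. Counts were log-normalised in Seurat 5.3.0 with a scale factor of 500000, and the 3000 most variable genes, 14 principal components and a resolution of 1.1 gave 18 clusters. Each cluster took the name of the class whose fixed markers had the highest mean log2 CPM (counts scaled to a common library total), if at least 3 of them had reads in at least 25% of its cells, and names are written "X-like" for this reason. A cluster stayed unnamed if at least 3 of its 10 leading genes came from a list of 10 adipocyte genes or if its median mitochondrial share was over 3 times that of all cells; both limits were chosen after the clusters were seen. The subtypes ASC1a, ASC1b and ASC2 were scored from their markers as z-scores within each mouse, which makes their shares per mouse uninformative; they are ranges of a score and not types, and 488 of 2250 ASC-like cells (21.7%) lay within 0.25 of the boundary to another subtype. No doublet caller was run on these sorted wells, and the authors' removal of mixed cells came before deposit; an alternative left out ASC-like cells rich in markers of other classes.

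Counts were summed per mouse and class, for mice with at least 10 cells of the class, because cells of 1 animal are not replicates. Genes with a summed count above 600 in at least 2 sums were tested with the quasi-likelihood F test of edgeR 4.0.16 (TMM factors, two-sided) with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value below 0.05 with a fold change above 2.6, the limits of the study, which used the likelihood ratio test of edgeR; that test was run as an alternative. The difference in sex effect between ASC-like and EC-like cells was tested as an interaction with the mouse as a block, and ASC-like against mural-like cells (pericyte-like plus vascular smooth muscle cell, VSMC-like) with the same block; both sums of a block come from 1 mouse. The Hox genes were tested as 2 sets, paralogue groups 1 to 8 and 9 to 13, with camera (preset correlation 0.01) and fry of limma 3.58.1, on genes with at least 10 counts in at least 2 sums. Log2 fold changes are male minus female, standard errors were derived from the fold change and the F statistic, and CPM of these tests are scaled with the TMM factors. CPM of Pgr, Ngfr and Ptpn5 in mouse 2 and the other females, also within subtypes, are scaled with these factors too. Other CPM are relative to the total of reads in genes. Levels of EC-like over ASC-like cells of a mouse are instead relative to reads outside ribosomal RNA. DESeq2 1.42.0, R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were also used.

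The tests were first tested on simulated data, with counts drawn for the real genes at the real depths and 200 genes changed 8-fold. The quasi-likelihood test recovered 97% of these in ASC-like cells (11820 genes), 89.5% in ASC1a (9285), 91% in ASC1b (9006), 94% in ASC2 (9167) and 41% in EC-like cells (8116). It recovered 6% between ASC-like and mural-like cells (9701 genes) and 0% of interactions (12204 genes), with 4 and 0 wrong calls. The likelihood ratio test recovered 50% and 32% there (100 and 64 genes), but with 51 and 39 wrong calls.

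Genes were named by a rule set before the data were examined: the genes that the text of the study names as different between male and female ASC, renin-angiotensin, WNT, Hox, stem cell, adipogenic and mural genes, X genes that escape inactivation and Y genes, the class markers, and in each tested comparison the 5 called genes per direction with the largest fold change whose mice do not overlap between the sexes. Genes with an outlying mouse or plate were named as well. The comparisons, tests and most alternatives were also fixed before the data were examined. The alternatives were the likelihood ratio test, DESeq2, RLE factors, other filters on low counts, no fold limit, thinning of cells to 150000 reads, 104 cells per mouse, a mitochondrial limit of 10%, other class definitions, PDGFRB sorts without CD31-positive cells, the subtype as a covariate (on 3 sums per mouse, which are not independent) and leaving out each mouse. Alternatives chosen after the data were examined left out or adjusted for ribosomal RNA, added the unnamed clusters, used library totals without composition factors, or applied DESeq2 or RLE factors to further comparisons.

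ASC-like sums held 68122285 to 594421842 reads per mouse and EC-like sums 14765132 to 167864871, with a common biological coefficient of variation of 0.43 and 0.68. Ribosomal RNA rows took 29.9% to 66.9% of the ASC-like reads of a mouse, and the TMM factors ran from 0.595 to 1.36. Shares of cells carry exact binomial 95% intervals, which cover counting error only, since amplified reads are not independent molecules. Every plate held cells of 1 mouse id, so the plate and the mouse could not be parted, and the sort differed between plates. Bulk RNA sequencing and other depots of the study were not analysed here.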

Results

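Single-cell RNA sequencing was performed on the stromal vascular fraction of pgWAT from male and female Pdgfrb-GFP mice, with the question of which cell classes the tissue holds and how they differ between the sexes. The table held 3261 cells from 11 plates, 1177 cells of 3 male mouse ids on 4 plates and 2084 cells of 4 female ids on 7 plates. The male mice 1, 4 and 8 gave 612, 364 and 201 cells with totals of 447496241, 249147504 and 159432211 reads. The female ids 2, 3, 5 and 6/7 gave 981, 346, 253 and 504 cells with totals of 835066488, 152691031, 144241876 and 287425656 reads. The median cell had 629323 reads and 5219 detected genes (range 1388 to 9745). Each plate carried cells of 1 mouse id and 1 sort, or 2 sorts on some plates. PDGFRB-positive cells were sorted on plates 172 (mouse 1), 131 (mouse 4), 129 (mouse 3) and 843 (mouse 5), and with a CD31-negative gate on plate 42 (mouse 6/7). Per the labels, plate 709 held PDGFRB-positive, DPP4-positive cells of mouse 2 and plate 875 CD31-negative, DPP4-negative, PDGFRB-positive cells of the same mouse. The column names of plate 709 share a prefix with columns of plates 874 and 43 labelled PDGFRB-negative, so its PDGFRB gate is uncertain. CD31-positive cells were sorted on plate 171 (mouse 1) and, PDGFRB-negative, on plate 874 (mouse 2), and plates 344 (mouse 8) and 43 (mouse 6/7) held both kinds.

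Of all cells, 2250 (69.0%) were ASC-like, defined by Pdgfra, Col1a1, Dcn and Lum, and 561 (17.2%) were blood EC-like. A further 137 cells (4.2%) were macrophage-like, 60 pericyte-like, 41 VSMC-like, 22 lymphatic EC-like and 19 epithelial-like. With classes taken from the markers of each cell in place of clusters, the ASC-like share was 71.0% and the EC-like share 21.04%, and 2239 of the 2314 cells called ASC-like by this rule were ASC-like in the clusters too. The sorts differed between plates, so these shares were not compared between the sexes. On the PDGFRB-positive plates 129 and 131, all 346 cells and 99.7% of cells were ASC-like, whereas plates 172 and 843, sorted alike, held 70.4% and 41.1%. On the CD31-positive plates 171 and 874, 64.9% and 72.5% of cells were EC-like. The 171 cells of unnamed clusters made up 0.68% of male and 7.82% of female cells. One of these clusters (121 cells) carried EC markers but was led by adipocyte genes, and the other (50 cells) carried ASC markers at a median mitochondrial share of 5.17%. The ASC-like cells of the sexes fell into different clusters, with clusters 0, 2, 3, 5 and 6 mostly female and clusters 4, 7, 9 and 12 mostly male. Cluster 1 held most EC-like cells of females and cluster 8 most of those of mouse 1 (171 of its 178 cells).

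**Figure D1:**
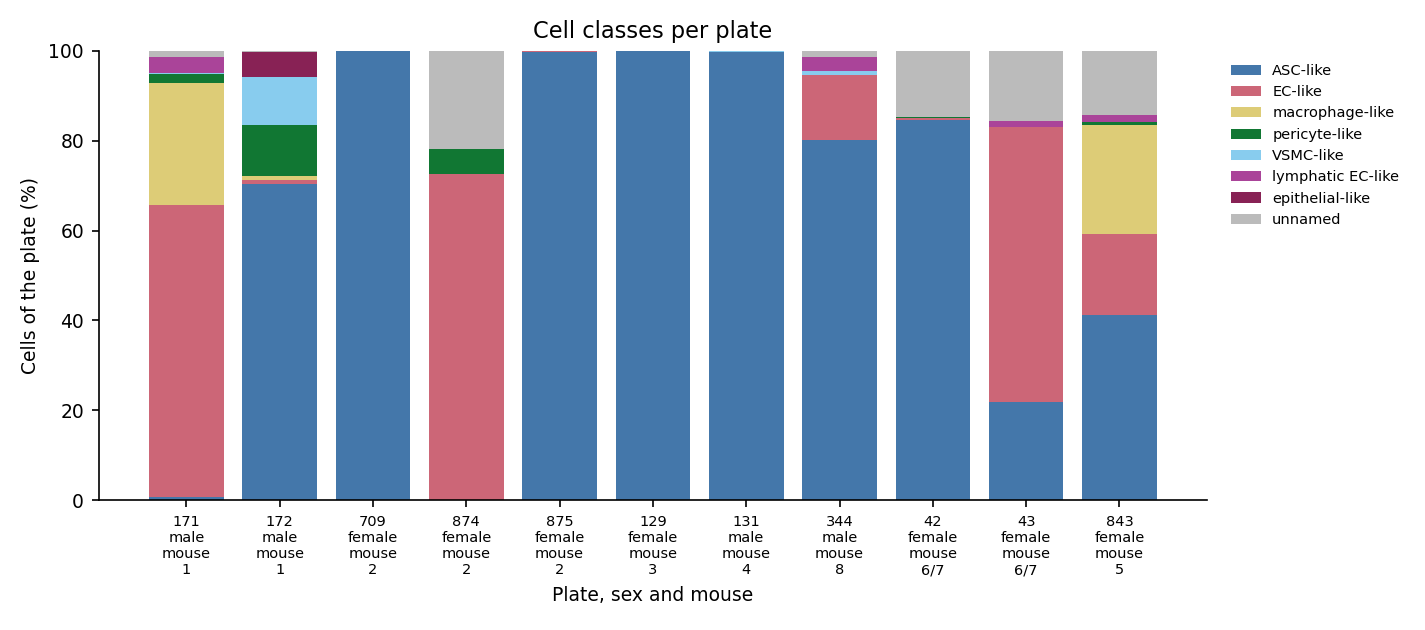
Share of the cells of each plate (y axis, %) in each cell class, with 1 stacked bar per plate and its sex and mouse on the x axis. The ASC-like share on plates of PDGFRB-positive sorts runs from 41.1% on plate 843 to all 346 cells of plate 129, and the CD31-positive plates 171 and 874 are 64.9% and 72.5% EC-like.

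Sex-chromosome transcripts were measured per plate to check the labelled sex. Xist, the X-linked RNA of X inactivation (ENSMUSG00000086503, GRCm38 chromosome X, 103460366 to 103483254), stood at 110 to 351 CPM on the 7 female plates and at 0.0377 to 1.16 CPM on the 4 male plates. The Y genes Ddx3y, Eif2s3y, Kdm5d and Uty summed to 32.6 to 53.8 CPM on male plates and 1.02 to 3.10 CPM on female plates, and in female cells 0.863 of the 1.39 CPM were Kdm5d. Every plate thus showed the sex of its label. Of male cells, 77.9% (95% interval 75.4 to 80.3) had reads of Y genes only and 3.91% had both; of female cells, 59.2% (57.0 to 61.3) had Xist only and 28.9% had both. With at least 10 reads required, 42.1% of male cells had Y genes only and 66.8% of female cells Xist only, and both were found in 0.08% and 0.38%.

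**Figure D2:**
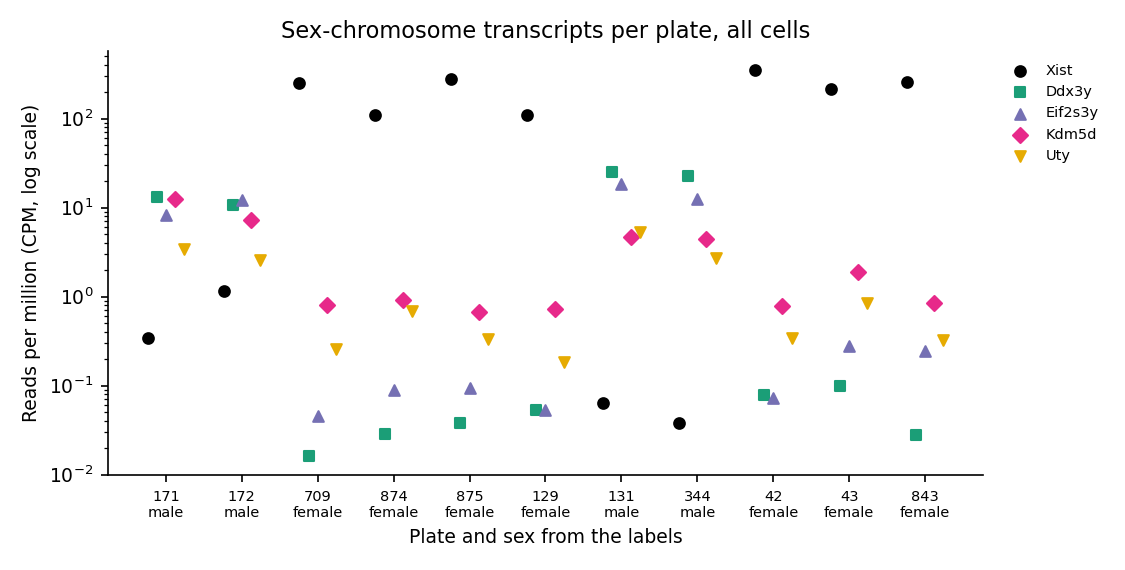
CPM over all cells of a plate (y axis, log scale) of Xist and of the 4 Y genes, with plate and labelled sex on the x axis and 1 symbol per gene. Xist lies at 110 CPM or above on all 7 female plates and at 1.16 CPM or below on all 4 male plates.

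Dpp4 was compared between the DPP4 sorts of mouse 2, with 1 plate per sort and so without a replicate. After thinning to 150000 reads per cell, 302 of 379 ASC-like cells of the DPP4-positive plate 709 had a Dpp4 read (79.7%, 75.3 to 83.6), against 10 of 368 cells of the DPP4-negative plate 875 (2.72%, 1.31 to 4.94). The level was 173 CPM against 1.54 CPM. Without thinning the shares were 94.5% and 4.08%, at median depths of 792328 and 745234 reads. None of the 169 EC-like cells of plate 874 of the same mouse had a Dpp4 read at a median depth of 918904 reads (upper limit of the interval 2.16%).

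The central comparison was male against female ASC-like cells, summed for 3 male and 4 female mouse ids. Of 11820 genes tested with edgeR's quasi-likelihood test, 264 were called (adjusted p-value below 0.05, fold change above 2.6), 183 higher in males and 81 higher in females, and 2295 genes had an unadjusted p below 0.05. The mice of the sexes did not overlap in 1919 genes, where chance gives 5.71% of those tested and these include all 264 called ones. Of the called genes, 248 (93.9%) lay on autosomes, 13 on the X and 3 on the Y chromosome. As a ratio, the largest change over the alternatives came from leaving out mouse 6/7, which lowered the count to 92, of which 89 were among the 264. Without mouse 4, 8, 2 or 5 it was 148, 113, 147 or 136. The largest gain came with the subtype as a covariate (650), where the 3 sums of a mouse count as separate replicates, which they are not. The likelihood ratio test called 551 genes, all 264 included. The median log2 fold change of all genes was 0.04 with TMM and 0.05 with RLE factors but −0.60 with library totals alone, where 311 genes were called and 28.0% of them, against 69.3% with TMM, were higher in males.

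Among the genes the study names, Sult1e1, an oestrogen sulfotransferase (ENSMUSG00000029272, chromosome 5, 87575969 to 87591594), had 319 ± 129 CPM in males and 0.157 ± 0.204 CPM in females (mean ± SD, n = 3 and 4; log2 fold change 10.88, SE 1.05, edgeR adjusted p 0.0014). Complement C7 (ENSMUSG00000079105, chromosome 15, 4988762 to 5063740) had 358 ± 136 against 3.95 ± 1.05 CPM (6.50, SE 0.415, 5.6e-05). Angiotensinogen, Agt, on chromosome 8, had 282 ± 126 against 3.21 ± 3.53 CPM (6.47, SE 1.15, 0.022). The call of Agt in male versus female ASC-like cells was lost without mouse 4 (log2 fold change 6.30) or mouse 2 (6.71). Ace had 377 ± 139 against 36.8 ± 14.04 CPM (3.36, SE 0.386, 0.0022) and S1pr3 188 ± 70.4 against 16.3 ± 4.69 CPM (3.53, SE 0.368, 0.0015). Of the female-higher genes, Hoxa10 (ENSMUSG00000000938, chromosome 6, 52231197 to 52240854) had 0.0833 ± 0.119 CPM in males and 27.9 ± 3.38 CPM in females (−8.37, SE 0.916, 0.0018) and Xist 0.827 ± 1.33 against 213 ± 94.5 CPM (−8.01, SE 1.46, 0.023). Xist was not called without mouse 8, 5 or 6/7 (−7.44, −7.82 and −7.84). Pgr, the progesterone receptor (ENSMUSG00000031870, chromosome 9, 8899833 to 8968611), had 8.83 ± 7.32 CPM in females and only 2 counts in the males together, so no fold change is given. The oestrogen receptor Esr1 had 18.3 ± 8.20 against 58.7 ± 13.97 CPM (−1.68, SE 0.352, 0.041), and Ngfr (ENSMUSG00000000120, chromosome 11, 95568818 to 95587735) 2.29 ± 2.57 against 304 ± 255 CPM (−7.06, SE 1.40, 0.034). Esr1 was not called without mouse 4, 8, 2, 5 or 6/7 (−1.56, −1.43, −1.69, −1.53 and −1.66), nor Ngfr without mouse 4, 8, 5 or 6/7 (−6.59, −6.67, −6.51 and −7.24). All 23 of these genes were tested and separated the mice of the sexes, and 21 were called. The exceptions were Angpt1 (1.44, adjusted p 0.10) and Slc25a30 (1.65, 0.068). Slc25a30 was called without mouse 1 (1.98). Of the called ones, Heph was lost without mouse 1, 4, 8, 3, 5 or 6/7 (−2.25, −2.18, −2.74, −2.48, −1.73 and −2.55) and Svep1 without mouse 8, 2, 5 or 6/7 (2.30, 2.12, 2.17 and 2.03). Egfr was lost without mouse 8 or 6/7 (1.44 and 1.46), Arl4a without mouse 4 or 6/7 (1.62 and 2.00), Ptpn5 without mouse 4 or 8 (−10.18 and −11.49) and Arhgap24 without mouse 6/7 (1.62). Adjusted over the list alone, all 23 passed, which is not independent evidence, since the study chose the list on these samples.

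**Figure D3:**
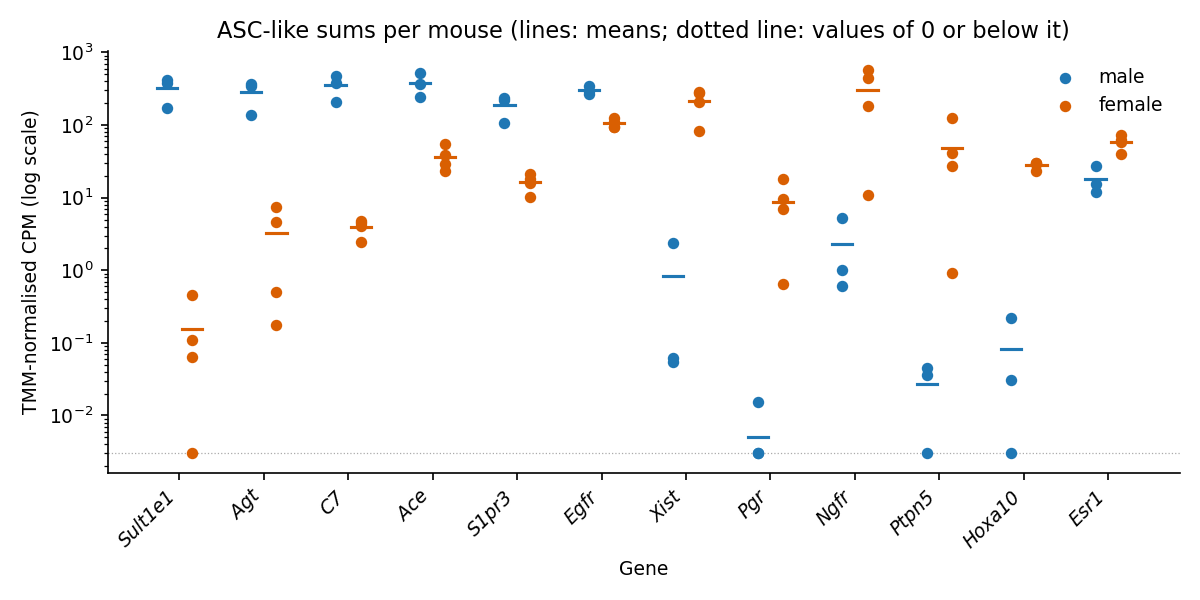
TMM-normalised CPM (y axis, log scale) of 12 genes in the ASC-like sums, with 1 point per mouse, male and female side by side, and lines at the group means; values of 0 are drawn at the dotted line. In every gene shown all mice of 1 sex lie above all mice of the other, as for Sult1e1 at a mean of 319 CPM in males and 0.157 CPM in females.

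The called genes with the largest fold changes were, besides Sult1e1, Cldn11, Kcng1, Ddx3y and Acsbg1 in males and Akr1c14, Tsix, Ptpn5, Pgr and Alox15 in females. Ddx3y had 24.5 CPM in males and 0.0321 CPM in females (SE of the log2 fold change 0.522, edgeR adjusted p 2.5e-05). Akr1c14 (ENSMUSG00000033715, chromosome 13, 4049011 to 4090688) had 0.0300 CPM in males and 66.2 ± 42.3 CPM in females (−11.46, SE 0.942, 3.2e-04); it belongs to a family of similar genes, so its reads are uncertain. Tsix (ENSMUSG00000085715, chromosome X, 103431517 to 103484957) overlaps Xist on the opposite strand, and its 50.4 ± 24.1 CPM in females may not be parted from Xist reads. Cldn11 (ENSMUSG00000037625, chromosome 3, 31149920 to 31164324) reached 15.1 ± 13.2 CPM in males against 1, 0, 2 and 0 counts in the females 2, 3, 5 and 6/7, and Kcng1 6.05 CPM against 1, 3, 0 and 0 counts. Acsbg1 had 11.8 CPM in males, and of the females only mouse 2 had reads of it, 50 counts. Ptpn5 stood at 0.0273 CPM in males and 49.0 ± 54.6 CPM in females, and Alox15, at 1.88 CPM in females, was not called without mouse 4 or 8 (−8.45 and −12.07).

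Fixed gene lists were examined in the same test. Of the 7 renin-angiotensin genes tested, 2, Agt and Ace, were called, over all genes and adjusted over the list alone. The log2 fold changes of Atp6ap2 (0.50), Ctsd (0.23), Enpep (0.68), Anpep (−0.68) and Agtr1a (−0.60) were not past the threshold. Of the WNT genes, Rspo1 (−0.08) and Fzd1 (−0.13) were tested and edgeR called neither, with 0 at an unadjusted p below 0.05. Of the stem cell, adipogenic and mural genes 9 were tested and edgeR called 0, with 2 at an unadjusted p below 0.05. Adjusted over the list alone 1 passed, Pparg, with 6.42 CPM in males and 16.03 CPM in females (−1.32, edgeR adjusted p over all genes 0.078). The X genes Kdm6a (−0.25), Kdm5c (0.27), Ddx3x (−0.40) and Eif2s3x (−0.55) were not called, and Kdm5d on the Y was, with 6.97 against 0.598 CPM (3.54, SE 0.491, 0.0062). Among the class markers 26 of 53 were tested and 2 were called, Fmo2 higher in males (126 against 30.8 CPM) and Lum higher in females (662 CPM in males, 2121 in females). Adjusted over the list alone 7 passed, Cd55, Clec11a, Col15a1, Col1a1, Dpp4, Fmo2 and Lum. All but Col1a1 and Lum are subtype markers, so a mix of subtypes that differs between the sexes stays open. In EC-like cells none of these lists gave a call with edgeR over all genes except the list of the study, where Xist was called and Ddx3y passed over the list alone. Only 8 of the 23 genes of the study and 0 of the 3 WNT genes were tested in EC-like cells. The rest of these genes could not be called there. An unadjusted p below 0.05 was found there for 1 of 3 escape and Y genes, 3 of 15 class markers and 0 of the 3 renin-angiotensin and 7 stem cell, adipogenic and mural genes tested.

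The sexes were also compared within each ASC subtype. Since the subtypes were scored relative to the cells of each mouse, this does not hold the mix of subtypes constant between the sexes. In ASC1a-like cells 116 of 9285 genes were called (89 higher in males), in ASC1b-like cells 117 of 9006 (82 higher in males) and in ASC2-like cells 58 of 9167 (39 higher in males). Of these, 87, 95 and 52 were also called in all ASC-like cells together, and 23 genes were called in all 3 subtypes and in the whole. The likelihood ratio test called 335, 381 and 250. Leaving out mouse 2, 3, 5 or 6/7 changed the ASC1a count to 73, 175, 61 or 32, leaving out mouse 8, 2, 5 or 6/7 changed the ASC1b count to 48, 60, 57 or 35, and leaving out mouse 1, 8, 5 or 6/7 changed the ASC2 count to 93, 28, 29 or 18. Sult1e1, Ddx3y, C7, Akr1c14, Tsix and Hoxa10 were called in each subtype. Genes among the largest changes of 1 subtype only included Dok7, Lrrn1 and Dner in ASC1a (log2 fold change of Dner 10.06; all 4 females had 0 counts of Dok7), Pappa2 (8.67) and Lcn2 (7.44) in ASC1b, and Slc38a5 (7.13) and, higher in females, Doc2b (−8.13) in ASC2. Whether the sex effect of a gene differs between subtypes was not tested.

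In EC-like cells, with 2 male and 3 female mouse ids, 4 of 8116 genes were called with edgeR's quasi-likelihood test and 611 had an unadjusted p below 0.05. Xist had 0.234 CPM in males and 84.7 ± 7.87 CPM in females (−8.24, SE 0.781, adjusted p 0.037), Tsix 0.0846 against 29.7 CPM (−8.50, 0.049) and Slc26a10 (chromosome 10, 127171393 to 127180645) 2.10 ± 1.04 against 103 ± 25.5 CPM (−5.65, 0.049). Gm48600 (chromosome 14, 11904679 to 11909158), annotated only as a transcript still to be examined, was higher in males (107 ± 1.65 against 3.14 ± 1.58 CPM; 5.11, 0.049). Ddx3y, at 44.2 ± 35.4 against 0.0448 CPM, had an adjusted p of 0.070 and was not called. The mice of the sexes did not overlap in 2162 genes, where chance gives 20% of those tested. The count was decided by single mice: without mouse 1 it was 619 (262 higher in the lone male mouse 8), without mouse 8 it was 1, and without mouse 2, 5 or 6/7 it was 0, with 302, 364 and 223 genes at an unadjusted p below 0.05. Xist was lost without mouse 2, 5 or 6/7 (−8.33, −8.17 and −8.35), Tsix without mouse 8 or 5 (−8.60 and −8.56), Slc26a10 without mouse 8, 2, 5 or 6/7 (−6.24, −5.87, −5.55 and −5.58) and Gm48600 without mouse 2, 5 or 6/7 (4.85, 5.59 and 4.91). The likelihood ratio test called 54 genes and DESeq2 104. Of 89 genes called in ASC-like cells and tested here, 63 (70.8%) had the same sign and 2, Xist and Tsix, were called in both. As Tsix overlaps Xist, these 2 calls may rest on the same reads.

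Whether the sex effect differed between ASC-like and EC-like cells was tested directly in the 5 mouse ids with both classes, with the mouse as a block. The quasi-likelihood test called 0 of 12204 genes, with 767 at an unadjusted p below 0.05, the likelihood ratio test 101 and DESeq2 209, and without the block 1 gene was called. Of the 264 genes called in ASC-like cells, 248 were tested and 0 were called. On simulated data the quasi-likelihood test recovered 0% of 8-fold interactions in this design, so this test could not detect a difference of that size. The likelihood ratio test recovered 32% (64 genes) but made 39 wrong calls beside them, so its calls are unreliable here.

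Hox genes were compared in 2 sets. In ASC-like cells the 21 genes of groups 1 to 8 had a median log2 fold change of 1.02 (mean 0.87) and 16 of them were higher in males, with a camera p of 1.9e-07 and a fry p of 0.0043. With library totals alone the median fell to 0.40 and the fry p was 0.42. The 11 genes of groups 9 to 13 had a median of −6.85 (mean −5.25) and 10 were higher in females, the exception being Hoxb9 (camera p 3.1e-28, fry p 3.2e-06); with Hoxa13, which had 2 counts over the males, set to a floor of 3 counts over the group the median was −6.85 again, and with library totals alone it was −7.25. In EC-like cells the 18 genes of groups 1 to 8 had a median of 0.28 (camera p 0.40, fry p 0.67), which turned to −0.42 with library totals alone and to −0.22 without mouse 1. The 7 genes of groups 9 to 13 were all higher in females, with a median of −0.88 and a mean of −3.28; the adjusted p was 0.013 with camera and 0.055 with fry, so this set passed only with camera. With Hoxa9 and Hoxc10, which had 0 and 2 counts over the males, at the floor of 3 counts the median was −0.88 again and the mean −2.53. Without mouse 1 or 8 the camera test did not pass either (medians −8.59 and −1.58). Both ASC sets held under both tests. Camera took a preset correlation of 0.01 between genes, so its p-values are too small if Hox genes vary together more than that. The difference between the classes was past the threshold for neither set (camera p 0.090 and 0.15, fry p 0.063 and 0.25). Among 38 Hox genes tested one by one at the low count minimum in ASC-like cells, 10 were called, Hoxa9, Hoxa10, Hoxa11os, Hoxa13, Hoxc10, Hoxc11, Hoxd10 and Hoxd11 higher in females and Hoxc5 and Hoxc8 higher in males, and adjusted over the list alone 19 passed. Of 30 in EC-like cells edgeR called 0, with 2 at an unadjusted p below 0.05, and 0 passed over the list alone. Hoxa9 (ENSMUSG00000038227, chromosome 6, 52223100 to 52231089) had 0 counts in the EC-like sums of both males and 845, 91 and 544 in those of the females 2, 5 and 6/7. Hox genes of 1 cluster overlap in the annotation, as Hoxc10 does with Hoxc5, so single values are uncertain.

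**Figure D4:**
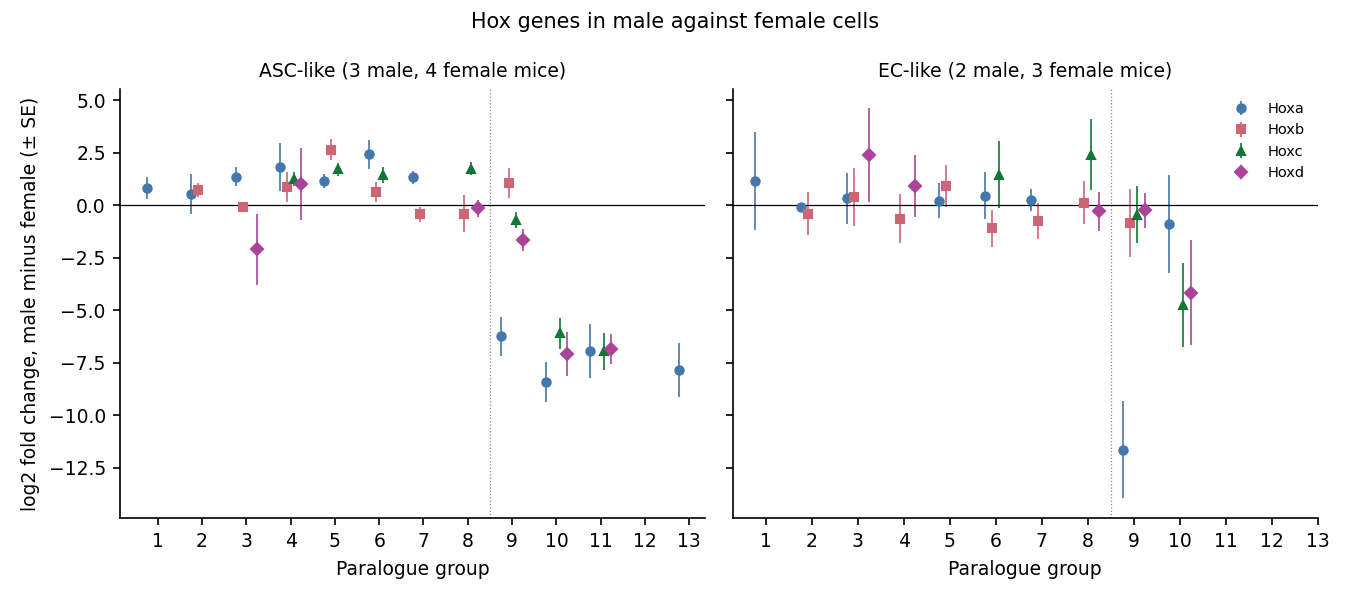
Log2 fold change, male minus female (y axis, points with SE), of each Hox gene against its paralogue group (x axis), in ASC-like cells (left) and EC-like cells (right); the dotted line parts groups 1 to 8 from 9 to 13. In ASC-like cells 16 of 21 genes on the left of the line lie above 0 and 10 of 11 on the right lie below it, with TMM factors.

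ASC-like cells were set against mural-like cells to ask which of them carry stem cell and adipogenic transcripts. Only mice 1 and 2 had at least 10 cells of both, which left 1 residual degree of freedom. Mouse 1 had 44 pericyte-like and 38 VSMC-like cells and mouse 2 had 13 pericyte-like and no VSMC-like cells, so the mural-like sums of the 2 mice are unlike mixes. All 13 of mouse 2 came from plate 874, sorted as PDGFRB-negative and CD31-positive. With the mouse as a block edgeR's quasi-likelihood test called 0 of 9701 genes, with 1373 at an unadjusted p below 0.05, the likelihood ratio test called 1018 and DESeq2 1387, and without the block, over all mice with either class, 2054 genes were called. The values had the same direction in both mice for the genes that follow. Cd34 (708 CPM in ASC-like, 117 in mural-like sums), Ly6a (848 and 407), Pdgfra (295 and 4.60) and Dpp4 (54.6 and 0.176) were higher in ASC-like cells. Itgb1 (117 and 278), Mcam (4.88 and 270), Pdgfrb (211 and 487), Pparg (10.6 and 79.6), Plin2 (101 and 196) and Fabp4 (37.1 and 5849) were higher in mural-like cells. The study proposed that Pparg, Plin2 and Fabp4 in pericytes likely reflect contamination by EC, in which it found them highest. The comparison with ASC-like cells cannot tell this apart from transcripts of the mural-like cells themselves.

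EC transcripts were looked for in the 60 pericyte-like cells, 44 of which came from mouse 1 and 13 from mouse 2, so no test was run. Reads of all 5 of Pecam1, Ptprb, Cdh5, Tie1 and Cldn5 were found in 36 cells (60.0%, 46.5 to 72.4), against 84.7% of EC-like and 0.22% of ASC-like cells. After thinning to 150000 reads per cell the share was 48.3%, against 71.5% of EC-like and 0.0% of ASC-like cells. With at least 10 reads per gene it was 43.3%, against 49.7% and 0.0%. The levels in pericyte-like cells were 33.8% (Pecam1), 59.6% (Ptprb), 44.98% (Cdh5), 37.4% (Tie1) and 40.0% (Cldn5) of those in EC-like cells. The mice differed, with 23.9% (Cdh5) to 41.9% (Ptprb) in mouse 1 and 44.2% (Tie1) to 94.3% (Ptprb) in mouse 2. All 13 pericyte-like cells of mouse 2 came from plate 874, sorted as PDGFRB-negative and CD31-positive. Of the 44 of mouse 1, 39 came from the PDGFRB-positive plate 172, so the mouse and the sort cannot be parted here. Cells with all 5 transcripts had 110 CPM of Pparg, 255 of Plin2 and 7831 of Fabp4, and the other 24 cells had 14.7, 163 and 2780 CPM. The former were also more deeply sequenced (median 828387 against 407418 reads). Within mouse 1, Pparg (61.5 against 18.3 CPM) and Fabp4 (2000 against 1053) were higher in the cells with all 5 transcripts and Plin2 (129 against 152) was lower, although its median per cell was higher (64.2 against 44.3 CPM). Mouse 2 had 12 cells with all 5 transcripts and 1 without, too few to compare.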

Values the study reported

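The study reported single-cell data of 3,261 cells, which its clustering divided into 17 clusters. Its comparison of male and female ASC used pseudo-bulk sums with n = 3 for males and n = 4 for females. It described EC markers in pericytes at about 50% of the level in EC. It named a core of 36 genes that differed between the sexes both in the single cells and in sorted ASC measured by bulk sequencing.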

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

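The tests on plate 43 and on the Y-gene reads were chosen after the results were seen. Of 80 groups of mice or plates looked at for a value far from the rest, 9 passed the critical value, where chance gives 4.0, so chance alone gives some of them.

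In ASC-like sums of females, mouse 5 had 136.67 CPM of Heph, an X-linked gene (ENSMUSG00000031209, chromosome X, 96455359 to 96574485), from 9163 counts, and the other females lay between 33.7 and 50.9 CPM. Mouse 3 had 6.11 CPM of Slc25a30, and the others 3.67 to 3.84 CPM. The Heph counts are amplified reads from 104 cells, so sampling of few cells or molecules stays open. Mouse and plate were not separable for either gene, and no technical explanation was tested; no biological explanation was tested either, since the design gives no group within the females.

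The remaining outlying mice rest on few counts in genes that are near 0 in females. Mouse 5 had 0.0298 CPM of Cldn11 (2 counts), mouse 3 had 0.0147 CPM of Kcng1 (3 counts) and mouse 2 had 0.0662 CPM of Acsbg1 (50 counts) in ASC-like sums. In ASC1a-like sums mouse 6/7 had 0.0107 CPM of Lrrn1 (1 count) and mouse 2 had 0.0261 CPM of Ddx3y (7 counts), and in ASC1b-like sums mouse 2 had 0.211 CPM of Acsbg1 (50 counts). Counts of 1 to 3 are within counting error of 0. The 50 counts of Acsbg1 and the 7 of Ddx3y in mouse 2 were not tested further, and no biological explanation was tested.

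Over the female plates Kdm5d, a Y gene, stood at 1.88 CPM on plate 43 and at 0.681 to 0.920 CPM on the others. Reads exchanged between male and female wells would keep the proportions of the male Y genes. In female ASC-like cells Kdm5d took 65.14% of the Y reads, against 12.21% in male ASC-like cells and 31.36% in male EC-like cells, which argues against that exchange as the whole cause. Reads shared with X paralogues of these genes stay open and were not tested. No biological explanation was tested, since the labels give no group within the females.

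All 19 epithelial-like cells came from plate 172 of mouse 1, a PDGFRB-positive sort, and lie outside the comparisons. Krt8, Krt18 and Epcam had reads in 19 of 19 of them. Epididymal epithelium carried over at dissection is a candidate source. From a list of 12 epididymal genes, 4 had a row. A gene of the list had reads in a mean of 13.16% of these cells and 12.19% of ASC-like cells of the same mouse. Any gene of the list had reads in 21.05% of these cells and 30.33% of those ASC-like cells. A single cell held over 100 reads of the list (45544 in all 19), and Gpx5 and Lcn5 gave 24437 and 20370 reads. The mean shares are close, the shares with any gene go the other way, and the genes are too few to decide. The source therefore cannot be told apart from other epithelium. A difference between the sexes is not testable with 1 mouse.

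An unnamed cluster of 121 cells carried EC markers and was led by adipocyte genes. Adipoq stood at 814 CPM, against 216 CPM in EC-like and 0.200 CPM in ASC-like cells, and its cells came from females 2 (51), 5 (31) and 6/7 (31) and males 1 (5) and 8 (3). A candidate explanation is free adipocyte RNA in every well, seen more in cells with little RNA of their own. On plate 874 adipocyte reads per spike-in read were alike in the cluster and in EC-like cells (ratio 0.995), as this needs. On plate 43 the ratio was 1.008, but EC-like wells held 17.3 times as many adipocyte reads per spike-in read as ASC-like wells, which argues against an equal amount in every well. On plate 843 the cluster held 11.4 times as many as EC-like cells, which also argues against it. Adipocyte RNA bound to EC, or their own transcripts, stay open and were not tested, and so does sex.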

How the results depend on the processing

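Alternatives chosen after the results were seen were those on ribosomal RNA, the unnamed clusters, library totals without composition factors, DESeq2 for the interaction and the mural comparison, and RLE factors for EC-like cells; the rest were planned. For each count below the cause of the change was not tested, except that leaving out a mouse, cells or sorts leaves fewer samples or reads.

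For ASC-like cells (264 called) the likelihood ratio test called 551 genes, DESeq2 592 and a fit with the subtype as a covariate 650, the latter with 3 dependent sums per mouse. No filter on low counts gave 170, thinned cells 151 and the same number of cells per mouse 154. PDGFRB sorts without CD31-positive cells gave 110, but they leave out all cells of mouse 8, whose plate was a mixed sort. Without mouse 8 alone the count was 113. Leaving out each mouse gave 92 (mouse 6/7) to 343 (mouse 3). The mitochondrial limit of 10% removed no tested gene or call, so it tests nothing. In EC-like cells (4 called) the likelihood ratio test called 54 and DESeq2 104, thinned cells and RLE factors 1 each, and filterByExpr and the unnamed EC cluster 0 each with edgeR (1106 and 700 genes at an unadjusted p below 0.05). Leaving out a mouse gave 0 to 619, the latter without mouse 1, which leaves 1 male assumed to vary like the females.

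In the subtypes the likelihood ratio test called 335 genes in ASC1a, 381 in ASC1b and 250 in ASC2, and filterByExpr 24 in ASC2. Leaving out a mouse gave 32 to 175 in ASC1a, 35 to 109 in ASC1b and 18 to 93 in ASC2. For the interaction (0 called with edgeR, 767 at an unadjusted p below 0.05) the likelihood ratio test called 101, DESeq2 209 and the fit with no mouse block 1; leaving out any mouse called 0. For ASC-like against mural-like cells (0 called with edgeR, 1373 at an unadjusted p below 0.05) they called 1018, 1387 and 2054; leaving out a mouse could not be run, since 2 mice were available.

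The Hox medians in ASC-like cells kept their direction in all 12 alternatives of each set, and with camera their side of the threshold; with library totals groups 1 to 8 did not pass with fry (p 0.42). In EC-like cells the median of groups 1 to 8 reversed to −0.42 with library totals and, over the mice left out, ran from −0.22 (mouse 1) to 0.41. Groups 9 to 13 kept their direction but did not pass with fry (−0.88), with library totals (−1.75), or without mouse 1 or 8, which leaves 1 male. Over the mice left out the median ran from −8.59 to −0.95. A count minimum of 600 left 1 gene of this set (−0.23), which is no test of a set.

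Of the 35 genes named in ASC-like cells, none reversed; 775 values over all alternatives stayed on their side of the threshold, 63 lost and 10 gained the call. Heph lost it 12 times and Esr1 10 times. In the subtypes 250 of the values stayed and 4 lost the call, and for the 5 EC-like genes 29 stayed, 26 lost and 2 gained it. A minimum of 10 reads per gene, which lowers detection by its construction, moved male cells with Y genes only to 42.06%, female cells with Xist only to 66.75% and pericyte-like cells with all 5 EC transcripts to 43.33%. Dpp4 on plate 709 rose to 94.46% with unthinned reads. Classes from markers per cell gave 70.96% ASC-like and 21.04% EC-like cells. Depth limits what single cells show, since thinned cells keep 150000 reads.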

Other observations

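The test with the share of ribosomal RNA reads as a covariate was chosen after the results were seen, as were the test of Pgr in mouse 2 and the look at unadjusted p-values over the splits; the other tests were written before.

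Of the 35 ways to split the 7 mice into 3 and 4, only that by sex (1 of 35) called as many genes in ASC-like cells. The same was found, 1 of 35 each, in ASC1a, ASC1b and ASC2, which hold the same mice and cells. This is the smallest share that 35 splits can give, so it argues against chance for the counts of called genes but cannot exclude it. The other 34 splits of ASC-like cells called at most 2 genes. At an unadjusted p below 0.05 the split by sex did not lead. Mice 2, 5 and 6/7 against the rest gave 2740 genes in ASC-like cells and mice 3, 4 and 8 against the rest 2467, against 2295 by sex. These splits, which put mouse 3 with males, gave 1809 and 1694 against 1543 in ASC1a and 1695 and 1751 against 1395 in ASC2, and the first gave 1566 against 1443 in ASC1b. What sets mouse 3 apart from the other females was not tested. For Hox groups 9 to 13 the split by sex was again 1 of 35. For Hox groups 1 to 8, 2 of 35 splits gave a camera p as small, the other being mice 3, 5 and 6/7 against the rest (5.5e-09), so chance cannot be excluded there either. With the share of ribosomal RNA reads as a covariate 184 genes were called, 150 of them among the 264, which argues against that share as the whole cause. For the other 114 genes an effect of the share cannot be told apart from the loss of a degree of freedom and from sex, with which the share partly goes. Sex, the group compared, stays open as the biological explanation of these calls.

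Fewer genes were called in EC-like than in ASC-like cells. ASC-like cells reduced to the mice and cells, and to at most the reads, of the EC-like sums still called 45 to 78 genes over 5 draws, so fewer mice and cells alone are not a sufficient explanation. Higher variation between the EC-like sums (coefficient 0.68 against 0.43) stays open, as does a smaller effect of sex. The interaction called 0 genes with the quasi-likelihood test of edgeR, which lacks power here (767 at an unadjusted p below 0.05). The likelihood ratio test called 101 and DESeq2 209. On simulated data of this design the likelihood ratio test made 39 wrong calls beside 64 recovered genes, so its count does not settle this.

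In females Xist stood in EC-like cells at 42.9%, 33.7% and 29.7% of its ASC-like level in mice 2, 5 and 6/7, relative to reads outside ribosomal RNA. Lower recovery of nuclear RNA from EC would lower Malat1 as well, which stood at 103.25% of its ASC-like level or above in all 3 mice, and this argues against it. Relative to all reads in genes, in mouse 2 Malat1 stood at 92.6% and Xist at 38.5%, so the gap remains. Other causes were not tested, and the design gives no biological group here beyond the cell class.

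Hoxa9 reads in EC-like cells of females stood at 37.7%, 29.9% and 75.3% of the ASC-like level. These levels rest on few cells, since 7.65%, 4.35% and 7.91% of EC-like cells had a Hoxa9 read. Carried-over ASC RNA would bring the ASC markers along, and these stood at 0.292% or below, which argues against it. Sex stays open, untested beyond the comparison itself.

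Mouse 2 was lower than the other females in Pgr (0.651 against 6.89 to 18.3 CPM), Ngfr (10.97 against 182 to 574 CPM) and Ptpn5 (0.918 against 27.1 to 127 CPM). A mix of ASC subtypes set by the DPP4 sort would remove the gap within 1 subtype, but within ASC1a-like cells the log2 ratio of Ngfr to the median of the other females was −5.31 (0.5 CPM added). The subtypes were scored within each mouse, so this alone does not hold the mix constant. Yet no subtype of mouse 2 exceeded 14.4 CPM of Ngfr and no subtype of the other females lay below 66.6 CPM, and for Ptpn5 these limits were 2.06 and 25.1 CPM, which argues against a mix of these subtypes for both genes. For Pgr the levels lay closer, but at most 3.95% of the cells of a subtype of mouse 2 had a Pgr read, against at least 12.6% in every subtype of the other females, which argues against a mix there too. No biological explanation was tested, since the labels give no group within the females.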
